A study of Drosophila melanogaster with 384 samples. Its data were reported in "Identification of genomic enhancers through spatial integration of single‐cell transcriptomics and epigenomics" (2020).

How the data were processed

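Chromatin accessibility was measured by single-cell ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, on the Fluidigm C1, a microfluidic device that captures single cells in separate chambers. The cells came from eye-antennal discs, the larval epithelia that form the eye, antenna and head capsule of Drosophila melanogaster. A total of 200 discs of wandering larvae of the third instar were dissociated, and living GFP-positive cells were sorted. The reporter line carried GFP under an intronic enhancer of senseless (sens) that is bound by Atonal. These cells are called sens-GFP+ below. The labels name each cell by a number and give no animal, dissection or chip, so the whole group was treated as 1 sample. Cells were not used as replicates and no p-value was computed across them; their spread was only set against counting error.

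According to the methods of the study, adapters were trimmed, reads were mapped with Bowtie2 to a FlyBase release 6 genome, duplicates were removed with picard, and cells were kept by hand from plots of their aggregated reads. What these plots were centred on is not stated for these cells. If it was transcription start sites (TSS), the selection can raise the share of counts at promoters. Library fragments under 150 bp were removed by beads after amplification. This length includes the adapters, so it is not the length of the genomic insert. The authors deposited whole-number counts per cisTarget region and cell, without normalisation. A cisTarget region is a piece of the non-coding genome, cut by conservation between species. The tool that made the counts, whether it counted reads or fragments, any shift of reads for the transposase, and the rule by which regions were listed are not stated for this table. The table holds 72 cells, and each column name matched the title of 1 sample; 0 columns were left unused. The other cells of the labels were not analysed here.

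The region coordinates were compared with the reference used for annotation (Ensembl release of BDGP6, the FlyBase release 6 assembly). The last region of each of the 5 main chromosome arms ended before the end of that arm; on 3R the last region ended at 32066329 and the arm at 32079331. Starts in the table count from 0 and are printed from 1. TSS, exons and introns were those of all annotated transcripts except transposable elements. A promoter region overlapped 500 bp on either side of a TSS, and any other region is called distal. The marker Dl is named Delta in the annotation and was matched by hand.

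The window of a protein-coding gene was the 5 kb upstream of each of its TSS plus its introns, close to the window the study used for gene activity. All listed regions that overlapped the window by at least 1 bp were used whole. Counts were summed over cells and regions and divided by the summed length of these regions. The percentile of a gene is its place among the 13562 genes with at least 1 listed region in the window. Windows of neighbouring genes overlap, and 36.6% of the regions in windows lay in more than 1 window, so a count can enter several genes. Lists of marker genes for 10 cell types (65 genes, none in more than 1 list) were fixed before the data were examined. The median counts per kb of a list was set against 10000 random lists of the same size, with genes matched on deciles of the number of regions in the window (seed 1). An interval for this percentile came from 200 Poisson redraws of the region counts.

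For the motif ratio, the 1000 distal regions of the main arms with most counts per kb were searched for 6 motif cores on either strand. The share of regions with a core was divided by the mean share in 1000 random sets of other distal regions matched on deciles of length and of GC content. Chromosome arm shares were taken per cell among X, 2L, 2R, 3L and 3R. The variance of the share over cells was divided by the binomial variance at the depth of each cell, so that counting error alone gives a ratio near 1. The interval of this ratio came from 1000 binomial redraws.

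The genes and regions named were set by rule before the data were examined: the regions of the sens window, the marker genes, white (w), and the 10 regions with most counts per kb, among all and among distal regions, of at least 200 bp on the main arms. Shares have 95% Wilson intervals and counts have exact 95% Poisson intervals. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Among the 1139 regions with at least 20 counts, the variance over cells was at the median 1.38 times the Poisson variance, so intervals of single regions are somewhat too narrow. Pooled shares varied far more between cells, with a variance 16.4 times the binomial variance for the promoter share and at least 40.4 times for the arm shares. Their intervals are several times too narrow as a measure of the spread between cells. A count of 0 in 72 cells has a one-sided 95% limit of 3 counts, or 4.17% of cells. The intervals named above reach 3.69 counts and 5.07% of cells for a count of 0. Doublets were not called, and the chamber inspection was not used here.

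The list percentile and the variance ratio were tested on simulated data. With 200 of the 13562 genes raised by 4-fold, 100% of 200 lists of changed genes passed the 95th percentile, and 6.5% of 200 random lists did. Before the change, all simulated regions had the same rate per kb, unlike the regions of the data. The 100% therefore does not give the power of the list percentile in these data. Simulated cells with counting error only gave a mean variance ratio of 1.00. Alternatives to the windows, the promoter distance, the counts (each region counted at most once per cell, or each cell given the same weight), the matching and the number of top regions were computed as well. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.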

Results

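To profile the chromatin of cells at and behind the morphogenetic furrow, the moving front of eye differentiation, sens-GFP+ cells were sorted from eye-antennal discs and profiled by C1 single-cell ATAC-seq. The sens gene encodes a zinc finger protein of the R8 photoreceptor, the first photoreceptor of each ommatidium. The count table held 72 of the cells named in the labels (the others were not analysed here) and 68775 regions, which covered 79.4 Mb with a mean length of 1154 bp. There was 1 group and no replicate of the sort, so the values below describe this sample.

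The cells had a median of 2694.5 counts in listed regions, with a range from 908 to 5892, and 2 cells had fewer than 1000. This is the count within listed regions, not the depth of the library. A median of 2236 regions had a count in a cell (range 827 to 4371). Of all entries of the table, 3.31% were above 0, and 84.5% of these were equal to 1. The largest entry was 15. When each region was counted at most once per cell, the median fell to 2236. In total the table held 197425 counts. Of the listed regions, 12640 (18.4%) had no count in any of the 72 cells. The list of regions was therefore not made by asking for a count in these cells. No 2 cells had identical columns, and the correlation of log-scaled counts between 2 cells was at most 0.132 (median 0.0584).

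Enrichment at promoters was used as a measure of profile quality. Promoter regions held 42.5% of the counts (95% Wilson interval 42.3 to 42.7%) on 24.1% of the listed bases, which is 1.76 times their share of bases. The density was 4.38 counts per kb in promoter regions and 1.88 counts per kb in distal regions. The share per cell ranged from 32.6 to 50.1%. The share depended most on the promoter distance, and with 100 bp on either side of the TSS it was 34.6% on 18.4% of the bases. Whether the manual selection of cells favoured such enrichment was not tested.

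The sens locus was examined first, because the sort rested on an enhancer of this gene. The gene (FBgn0002573) lies on the minus strand of 3L from 13396228 to 13401125 in the release 6 assembly. Its window held 7 listed regions with 69 counts (95% Poisson interval 53.7 to 87.3), and 31 of the 72 cells had at least 1 of them. At 12 counts per kb, sens was at the 97th percentile of genes (93.6 to 98.7 at the ends of the count interval). None of the 7 regions lay in the window of another gene. The percentile depended most on the size of the window, and with all regions within 50 kb of the TSS it was 54.

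Most of the sens counts came from a pair of regions. The first region, 3L from 13397454 to 13399385, fills the second intron. It had 40 counts (28.6 to 54.5) in 22 cells, or 30.6% of cells (21 to 42%), and 20.7 counts per kb, at the 99th percentile of distal regions. The other region, from 13400907 to 13401494, contains the TSS and part of the 5′ UTR in exon 1. It had 17 counts (9.90 to 27.2) in 14 cells and 28.9 counts per kb, at the 99.4th percentile of all regions. Their densities are not separated by the count intervals. The other regions of the window had between 0 and 5 counts each. The region of the third intron, from 13397067 to 13397304, had 2 counts in 1 cell. The upstream region from 13405325 to 13406115 had 0 counts, for which the Wilson interval allows a share of up to 5.07% of cells. The position of the reporter enhancer within the gene was not used here. Reads from the reporter copy and from the native copy of the enhancer cannot be separated by mapping.

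**Figure D1:**
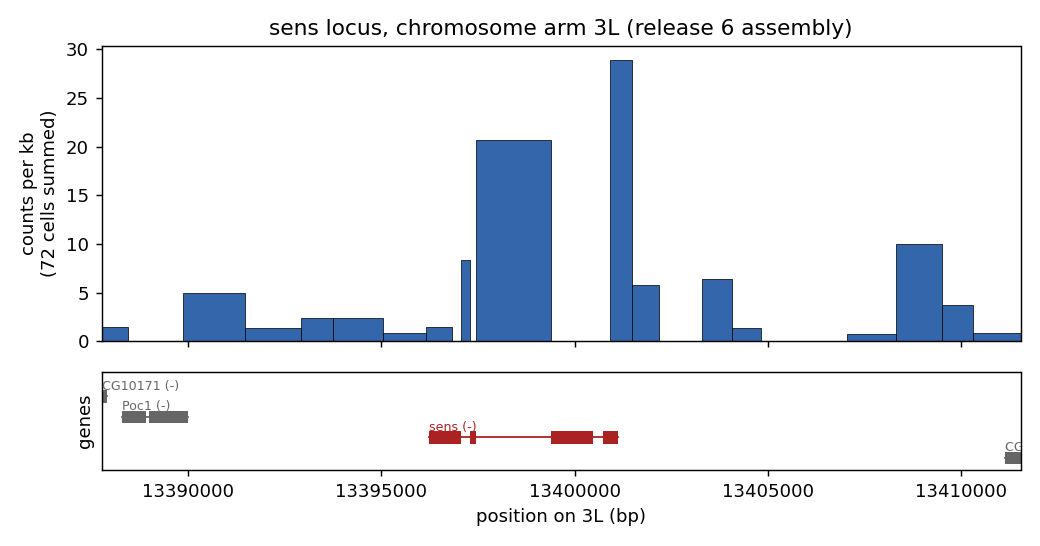
Counts per kb of each listed region (bars, 72 cells summed) along the sens locus on 3L, with annotated exons (boxes) and transcripts (lines) below and sens in red; the x axis is the position in bp. The highest bars are the region at the TSS, with 28.9 counts per kb, and the region that fills the second intron, with 20.7.

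To ask how accessible the loci of cell type markers were, windows of marker genes were compared with random lists matched on the number of regions. The random lists were drawn from all genes with a listed region, and no profile of other disc cells was compared. A high percentile thus does not separate these cells from disc cells in general. The R8 and morphogenetic furrow list (10 genes) had a median of 6.75 counts per kb, against 2.98 for the random lists, and was at the 99.9th percentile (99.5 or higher). Without sens, the list was at the 99.8th percentile. The photoreceptor list (10 genes) had a median of 6.28 counts per kb and was at the 99.6th percentile (98.7 or higher). The list of eye progenitors and precursors was at the 92nd percentile (81.5 to 96.9). The list of late photoreceptors and cone cells had a percentile of 90.3 (45 to 96.4) and hemocytes of 78.6 (13.7 to 94.8), both with wide counting intervals. The lists of the peripodial membrane and head vertex (41), brain (38.1), glia (37.9), antenna (31.2) and adepithelial cells (13.3) were below the 50th percentile, although the upper limits of the first 3 passed it. Some markers are not specific to the cell type of their list. The study also places dpp, here a peripodial and head vertex gene, in the furrow. Of the late photoreceptor and cone cell list, it also places ct in antennal rings and the activity of B-H2 in interommatidial cells.

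This order depended on the window. With regions within 1 kb of the TSS only, the R8 and furrow list was at the 84.8th percentile, below eye progenitors and precursors (99.7), antenna (94.6) and the peripodial membrane and head vertex (90.4), whereas the photoreceptor list remained high at 98.7. With distal regions only, the percentile was 100 for the R8 and furrow list (9 genes, since boss has no distal region in its window), 99.99 for the photoreceptor list and 35.1 for the antenna list. Over the same 9 genes, the percentile with all regions was 99.9. The contrast between the furrow list and the antenna list was therefore carried by regions away from the TSS.

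Within the R8 and furrow list, 7 of 10 genes were above the median gene, which had 2.90 counts per kb. Besides sens, dap had 10.2 counts per kb (7.77 to 13.1) at the 95th percentile, and neur had 7.73 counts per kb (6.37 to 9.28), at a percentile of 89.2. The window of ato held 3 listed regions with 11 counts (5.49 to 19.7) and was at the 47.6th percentile. The window of boss held 8 counts (3.45 to 15.8) in 2 regions, at the 30.6th percentile. At these counts a moderate difference from the median gene was not detectable for ato or boss. Among photoreceptor genes, gl had 17.3 counts per kb (14.2 to 20.9) at the 99.4th percentile, and l(3)neo38 had 14.5 (12.2 to 17.1) at the 98.5th. Both gl and sens were thus in the top 10% of genes, which began at 7.95 counts per kb. The lowest of this list was futsch, at the 43.5th percentile.

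In the remaining lists, the genes in the top 10% were B-H2, with 11.7 counts per kb (8.82 to 15.2), and dan, with 8.87 counts per kb (7.24 to 10.8). Marker genes of other tissues were not free of counts. The glial gene repo had 8 counts (3.45 to 15.8) in 8 cells, at the 31.8th percentile, and the hemocyte gene eater had 2 counts in 1 cell, at the 13.9th.

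**Figure D2:**
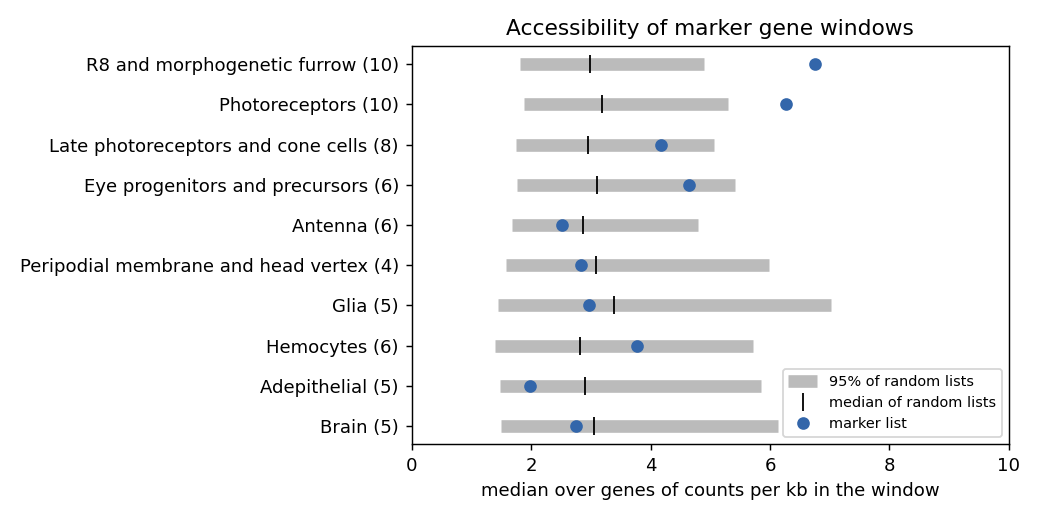
Median counts per kb of the gene windows of each marker list (points; number of genes in brackets), with the median (ticks) and the central 95% (grey bars) of 10000 matched random lists. The R8 and furrow list (6.75) and the photoreceptor list (6.28) lie above the grey bars, and the other 8 lists lie within them.

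The regions with most counts per kb were listed next, without reference to marker genes. Of the 10 highest, 8 were promoter regions. The highest was an intergenic region on 2R from 18357447 to 18357986, less than 500 bp from a TSS of sbb, with 48 counts (35.4 to 63.6) in 31 cells and 88.9 counts per kb. It was followed by the region 3R from 31713279 to 31714462 at a TSS of ttk, which covers 5′ UTR, intron and upstream sequence and had 77 counts (60.8 to 96.2) in 38 cells, or 65 counts per kb. A promoter region of disco on X, from 16216577 to 16217897, had 78 counts in 39 cells, the highest number of cells for any region of the table. Even this region thus had a count in only 54.2% of cells (42.7 to 65.2%).

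Of the 10 highest distal regions, 8 lay in introns and 2 were intergenic. They had between 26 and 77 counts, in 20 to 35 cells. The highest were an intronic region of mam on 2R from 13993835 to 13994593, with 42 counts (30.3 to 56.8) in 29 cells and 55.3 counts per kb, and an intronic region of heph on 3R from 31943697 to 31944442, with 41 counts (29.4 to 55.6) in 27 cells and 55 counts per kb. An intergenic region on 2R from 20105473 to 20106289, 5222 bp from a TSS of 18w, had 43 counts (31.1 to 57.9) in 22 cells. The intron of E2f1 on 3R, from 21651256 to 21651915, had 34 counts (23.5 to 47.5) in 25 cells. The order within these lists is not resolved by the count intervals, and when each region was counted at most once per cell, 5 of the 10 regions stayed in each list.

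Motif cores in the 1000 distal regions with most counts per kb were compared with random distal regions of like length and GC content. The core of GAGA factor (GAGAGAG) was in 23.8% of the regions (21.3 to 26.5%) against 9.50% of the random sets, a ratio of 2.51. The core of Grainyhead, an epithelial factor (ACCGGTT or AACCGGT), was in 5.30% (4.07 to 6.87%) against 2.45%, a ratio of 2.16. Both lay above all 1000 random sets. The other cores were somewhat less frequent than in random sets under this ranking by counts per kb. The 1000 regions had a median length of 691 bp, against 910 bp for distal regions, and their lowest count was 1. The Atonal-type E-box (CAGGTG) had a ratio of 0.86 (0.75 to 0.98), the E-box CAGCTG 0.87 (0.77 to 0.98), the Sine oculis core (TGATAC) 0.85 (0.72 to 0.99) and the GATA core (GATAAG) 0.85 (0.75 to 0.95). The high ratios depended most on the background. Against distal regions with at least 5 counts, GAGA factor had a ratio of 1.34 and Grainyhead 1.45. When regions were ranked by counts per region, the Sine oculis and GATA cores had ratios of 1.00 and 1.03. With the top 500 regions they had ratios of 0.97 and 0.91, within the range of the random sets. Short cores also occur outside binding sites, and no binding was measured.

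The share of counts on X was computed per cell, since the study assigned sex to its droplet cells from reads on X. Over all cells, X held 17.9% of the counts on the main arms. The share per cell ranged from 5.82% (5.07 to 6.68%) to 37.7% (35.5 to 39.9%). The variance over cells was 70.7 times the binomial variance (67.6 to 75.3). Autosomal arms varied in the same way, with ratios of 40.4 for 2L, 44 for 2R, 56.1 for 3L and 49.98 for 3R. The X share depended most on the use of distal regions only, which gave 18.6% and a variance ratio of 39 on fewer counts. The X share was therefore not used to assign sex to these cells.

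**Figure D3:**
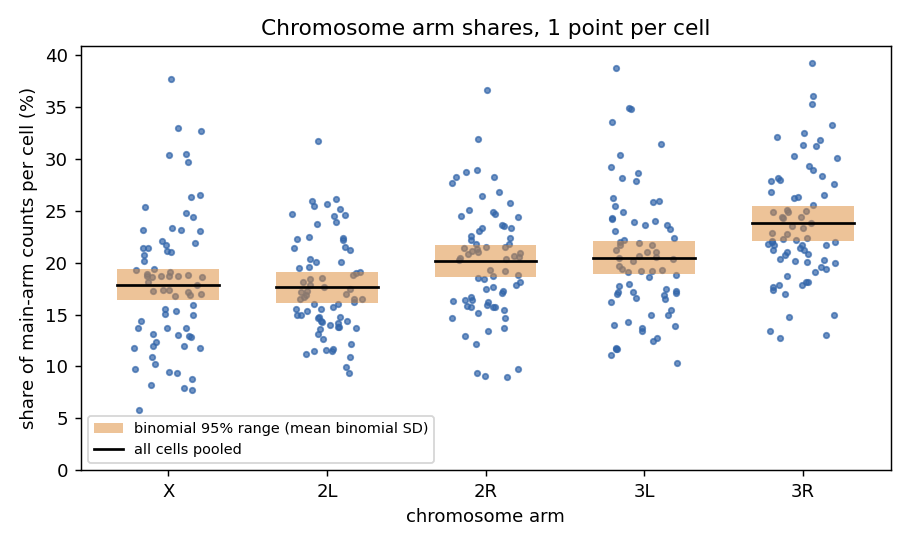
Share of main-arm counts (percent, y axis) on each chromosome arm (x axis), with 1 point per cell for 72 cells, the pooled share (black line) and the 95% range that binomial counting error allows at the mean binomial SD (orange band). On X the points run from 5.82 to 37.7%, and the Wilson interval of 54 of the 72 cells excluded the pooled share.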

Values the study reported

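The study reported 72 sens-GFP+ single-cell profiles that passed manual filtering out of 384 cells sequenced on the C1. Its cisTarget partition of the non-coding genome held over 136,000 bins, whose mean length was given as 790 bp.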

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

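The test of the Y counts described here was chosen before its result was seen. Counts on chromosome Y and on unplaced scaffolds entered the depth, the promoter share and the region percentiles of the report, but no comparison there was made of them. Both carried counts above the 3 that a count of 0 allows. Chromosome Y held 0.120% of all counts, spread over 92 regions, and 64 of the 72 cells had at least 1 count there. This was 0.193 counts per kb, against 2.54 counts per kb on the main arms. If the Y counts came from a few repeated sequences shared with other chromosomes, few regions would hold most of them. The 5 regions with most counts held 27.1% of the Y counts on 5.56% of the listed Y bases, which is not most of the counts. These regions were picked by their counts, so the comparison with their bases cannot decide on a spread by length. Whether repeats may explain the counts stays open, because the counts per region are few. The study mapped with default settings and describes no removal of reads that map to several places, so such reads may be among the counts. Counts on Y are also due in male cells. The sex of the cells is not given in the labels, and no biological explanation was tested.

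Unplaced scaffolds held 0.0831% of all counts, on 92 listed regions. They hold much repeated sequence, and no explanation of these counts was tested.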

How the results depend on the processing

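Several alternatives were chosen after seeing the data: counts per kb of the whole window, random lists matched on window length, lists limited to genes with a distal region, and the overlaps of the lists of top regions. The others were fixed before the data were examined. A value counted as moved when it left the counting interval of the reported value. For the 21 main values, 83 alternative values stayed within the interval and 29 moved, and none of those reversed a departure from random sets into the opposite one. Only list percentiles and motif ratios have random sets, so no other value could reverse. A list could also move far without a reversal, as the antenna list did from 31.2 to 94.6 with regions within 1 kb of the TSS. For the promoter and X shares the counting intervals are much narrower than the spread between cells, so small shifts count as moved. Except where stated, the cause was not tested. No paired analysis was possible because the labels give 1 group.

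With each region counted at most once per cell, the median depth was 2236, the promoter share 42.2%, the X share 18.3% and its variance ratio 51.4, which by construction rests on fewer counts. The promoter share was 34.6% with 100 bp and 49.6% with 1000 bp on either side of the TSS, where the share of listed bases changed as well. With distal regions only, the X share was 18.6% and its variance ratio 39. The variance ratios of the autosomal arms fell under both settings and stayed above 21.

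The sens percentile was 54 with regions within 50 kb of the TSS, which takes in neighbouring genes, and 93.5 with distal regions only. It stayed between 94.3 and 98.6 under the other alternatives. With regions within 1 kb of the TSS, the percentile was 84.8 for the R8 and furrow list, 99.7 for eye progenitors and precursors, 94.6 for antenna, 90.4 for peripodial membrane and head vertex and 56.7 for brain. With distal regions only, it was 100 for the R8 and furrow list (9 genes, without boss), 70.3 for eye progenitors and precursors, 6.85 for peripodial membrane and head vertex and 82.5 for brain. Per kb of the whole window, it was 100 for photoreceptors, 98.6 for eye progenitors and precursors and 55.5 for antenna. Giving each cell the same weight, or matching the random lists otherwise or not at all, moved no list. Percentiles of single marker genes and white moved in 58 of 190 alternatives, 35 of them upwards and 23 downwards.

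For GAGA factor the motif ratio was 2.82 with the top 500 regions, 2.11 with the top 3000 and 1.34 against regions with at least 5 counts, and for Grainyhead it was 1.45 against the latter. Ranked by counts per region, the ratio was 0.99 for the E-box CAGCTG, 1.00 for Sine oculis and 1.03 for GATA, within the range of the random sets. With the top 500 regions, these ratios were 0.95, 0.97 and 0.91, also within that range. The Atonal-type E-box stayed below 1 under each alternative, between 0.77 and 0.95. It too was within the central 95% of the random sets when ranked by counts per region (percentile 9.65), with the top 500 regions (4.45) and with matching on length only (3.55). Of the 10 top regions, 8 stayed with each cell given the same weight, 5 when each region was counted at most once per cell and 2 when ranked by counts per region. For distal regions these numbers were 9, 5 and 2. Depth limits all values of single genes and regions, since most rest on fewer than 100 counts.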

Other observations

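The tests of arm shares against counting noise, sex, copy number and loss of chromatin, and that of the cell numbers, were chosen after the result was seen. The tests of repeated counting, of a replication state shared by the cells and of the white gene were chosen before.

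The shares of the chromosome arms differed between cells far beyond counting error. The smallest variance ratio of the 5 arms was 40.4, and 1000 simulations with counting error alone gave at most 1.75. Sex of the cells is not the whole cause, since with X left out the smallest ratio of the 4 autosomal arms was 39.3. Repeated counting of the same or close fragments is not the whole cause either. With each 10 kb counted at most once per cell, the smallest ratio was still 18.8. A single early against late replication pattern would take most of the variance of 1 Mb windows, and the first component took 10.1%. Copy number through sex and replication stays open. If X and the autosomes replicate at different times, X over autosomal counts may differ up to 8-fold between cells, and the extreme cells differed by 9.79-fold, or 7.69-fold at the near ends of their intervals. For an autosomal arm over the other autosomal arms, replication would allow 4-fold. The extreme cells differed by more than this, by 4.65-fold for 2L, 5.61 for 2R, 5.41 for 3L and 4.64 for 3R. At the near ends of the extreme cells the fold was 3.62 for 2L, 4.15 for 2R, 4.48 for 3L and 3.99 for 3R. Without the highest and the lowest cell of each arm, the fold was 3.90 for 2L, 4.69 for 2R, 4.24 for 3L and 3.84 for 3R, with no interval. At the near ends, and without the extreme cells, the arms thus lie on both sides of the limit and close to it. The intervals cover counting error only, so these values do not decide.

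Large parts of the genome rose and fell together within a cell. The relative counts of neighbouring 1 Mb windows correlated over cells with a mean r of 0.400, which fell to 0.209 at a distance of 5 Mb and to 0.114 at 15 Mb. Windows on different arms had a mean r of -0.0514, where shares that sum to 1 make values slightly below 0. Between the arms of one chromosome the mean r was 0.0635 for 2L with 2R and -0.0137 for 3L with 3R. A candidate explanation is that part of the chromatin of a cell was lost or not cut before amplification, so that long stretches drop out together. This is a hypothesis from the same data. It does not say at which step such a loss occurred, and stretches that differ in copy number between cells would give the same kind of correlation. The pattern was not limited to 1 stretch of cell numbers. In the 3 stretches of 96 numbers that held kept cells, the variance ratio of X was 34, 80.4 and 81.6 in order of number.

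The number in a cell's title was not neutral to its being kept. The stretches of 96 numbers, the number of wells of the amplification plate in the protocol, held 0, 20, 33 and 19 kept cells. If numbers did not matter, 18 would be due in each, and the 0 in the first argues against a chance choice. Their median counts per cell were 2638, 2126 and 3538 for the 3 stretches with cells, and the lowest cell of the last stretch had 2953. The labels assign no cell to a chip or plate, so a difference between runs is possible but no run could be assigned.

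The second intron of sens was at the 99th percentile of distal regions, and the reporter line carries another copy of an intronic sens enhancer, whose intron was not identified here. If transgene sequence raised counts in general, the white gene, a usual marker of such transgenes, could be high as well. The window of white had 28 counts (18.6 to 40.5) and was at the 69th percentile of genes, outside the top 10%. White may be partly deleted in the stock, or only partly present in the transgene, so this decides little. Any part of the signal that comes from the reporter cannot be told apart from the native locus, because both copies have the same sequence. The region at the sens TSS had 28.9 counts per kb, and whether it is in the transgene was not tested.

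The table listed 68775 regions. That is lower than the number of bins quoted from the study above.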
